# Detecting protein and post-translational modifications in single cells with iDentification and qUantification sEparaTion (DUET)

**DOI:** 10.1038/s42003-020-01132-8

**Published:** 2020-08-03

**Authors:** Yandong Zhang, Changho Sohn, Seoyoen Lee, Heejeong Ahn, Jinyoung Seo, Junyue Cao, Long Cai

**Keywords:** Proteomic analysis, Ubiquitylation, Next-generation sequencing

## Abstract

While technologies for measuring transcriptomes in single cells have matured, methods for measuring proteins and their post-translational modification (PTM) states in single cells are still being actively developed. Unlike nucleic acids, proteins cannot be amplified, making detection of minute quantities from single cells difficult. Here, we develop a strategy to detect targeted protein and its PTM isoforms in single cells. We barcode the proteins from single cells by tagging them with oligonucleotides, pool barcoded cells together, run bulk gel electrophoresis to separate protein and its PTM isoform and quantify their abundances by sequencing the oligonucleotides associated with each protein species. We used this strategy, iDentification and qUantification sEparaTion (DUET), to measure histone protein H2B and its monoubiquitination isoform, H2Bub, in single yeast cells. Our results revealed the heterogeneities of H2B ubiquitination levels in single cells from different cell-cycle stages, which is obscured in ensemble measurements.

## Abstract (web summary)

Yandong Zhang, et al. develop iDentification and qUantification sEparaTion (DUET) to quantify target protein and its post-translational modification isoforms in single cells. Using their method, they report heterogeneities in the ubiquitination levels of histone H2B in single yeast cells and reveal the cell-cycle dynamics of H2B monoubiquitination.

## Introduction

Protein and its post-translational modification (PTM) states are often involved in dynamic and oscillatory processes that are not synchronized in a population and show substantial single-cell heterogeneities^1–4^. Conventional protein-detection methods, such as western blots, enzyme-linked immunosorbent assay (ELISA) are generally difficult to downscale to the single-cell level to detect such heterogeneities^5^. Antibody-based methods rely on the availability of good affinity reagents which are often the limiting factor in experiments^6^. Recently, great advances have been made in single-cell mass spectrometry analysis using reporter ions and cell pooling^7^ with potential for further increases in sensitivity, throughput, and coverage.

Here, we reported an alternative approach to accurately detect protein and its PTM isoforms in single cells. We reasoned that if the identification and quantification of single-cell protein analysis could be separated into two distinct steps, we could overcome the limitations of conventional biochemical techniques. Specifically, after barcoding proteins from single cells with oligonucleotides, we pool a large number of cells together to yield enough material. Then different protein species, such as target protein and its PTM could be identified by conventional biochemical analysis (e.g. western blot). Despite pooling, the single-cell identities of each protein molecule are preserved in the barcodes. The barcodes from each protein species can be quantified by next-generation sequencing (NGS) to determine the abundance of those proteins in single cells (Fig. 1a). Therefore, iDentification/qUantification SeparaTion (DUET) could combine the powers of conventional biochemical analysis methods for protein identification and next-generation sequencing for protein quantification. As a proof-of-concept experiment, we used this strategy to measure histone protein (H2B) and its monoubiquitination isoform (H2BK123ub) in single yeast cells.

**Fig. 1:**
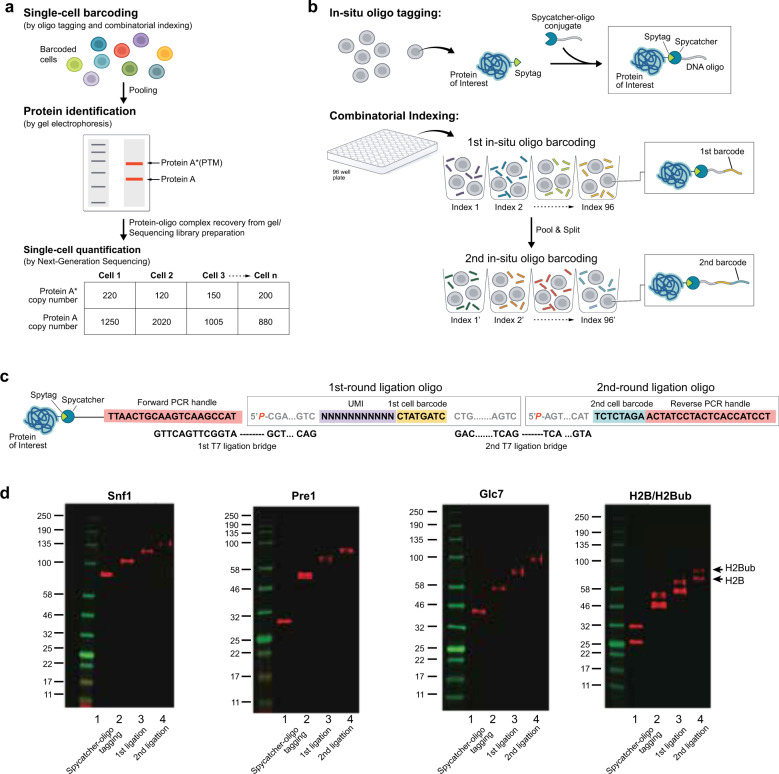
Schematics of iDentification/qUantification sEparaTion (DUET). **a** The cells are uniquely barcoded by oligo tagging. Then the cells are pooled together, analyzed by gel electrophoresis to identify protein and post-translational modifications. After protein identification, the protein-oligo conjugates are recovered and the oligo part is amplified by PCR to generate next-generation sequencing libraries. The single-cell protein abundance can be quantified from the sequencing results. **b***S. cerevisiae* strain containing spytag at the C terminal of the targeted protein is constructed and the fixed cells are reacted with spycatcher-oligo to covalently attach DNA oligo to targeted proteins in situ. Then the cells are combinatorically indexed with two rounds of “split-pool” barcoding. The cells are firstly distributed into a 96-well plate, and well-specific barcodes were ligated to the DNA oligo on the proteins via T7 ligation. Then the cells were pooled together and randomly distributed again into another 96-well plate where second barcodes were ligated. **c** The oligo design. The oligo in spycatcher-DNA oligo conjugate is 20 nt, which serves as the PCR forward primer binding site during sequencing library generation. The 5′-phosphorylated 1st ligation barcode oligo contains a ligation site (10 nt, for 1st round ligation), a UMI sequence (12 nt), a cell barcode (8 nt), and another ligation site (17 nt, for 2nd round ligation). The 5′-phosphorylated 2nd ligation barcode oligo contains a ligation site (17 nt, for 2nd round ligation), a cell barcode (8 nt) and the reverse PCR primer binding site (20 nt). The ligation bridge sequences are complementary to ligation sites. **d** Western blot analysis of different target proteins (Snf1, Pre1, Glc7, and H2B) with sequential reactions with spycatcher-oligo, the first ligation and the second ligation, respectively. For H2B protein, H2B (lower band) and its monoubiquitination isoform H2Bub (upper band) are separated as they have different molecular weights.

## Results

### In situ protein-oligonucleotide ligation

To perform DUET, we need to tag and barcode proteins from single cells to preserve their cellular identities throughout the entire process. We first tag a DNA oligonucleotide to histone protein (H2B) in fixed cells using spytag/spycatcher system^8^ (Fig. 1b). Spytag is a 13-amino-acid peptide that can form an isopeptide with its complementary protein, Spycatcher, with high efficiency and specificity. To test the in situ DNA oligo tagging, we constructed *S. cerevisiae* yeast strains containing spytag and 3xFLAG at the C terminal of H2B (see “Methods” section). We then synthesized spycatcher-DNA oligonucleotide conjugate using *trans-*cyclooctyne/methyltetrazine click chemistry (Supplementary Fig. 1). The western blot of whole-cell lysate using anti-FLAG antibody shows the H2B protein bands with slower migration after reacting with spycatcher-DNA oligo conjugate, indicating that spycatcher-oligos conjugate can diffuse into fixed cells and conjugate efficiently to the spytag on the protein (Fig. 1d). We tested several other different target proteins with different copy numbers and with different cellular localizations (nucleus: H2B, 101,430 copies per cell^9^; cytoplasm: Pre1, 13,312 copies per cell^9^; Snf1: 5423 and Glc7: 12,111 per cell, respectively^9^) (Fig. 1d), and the in situ tagging efficiencies were high for all the proteins tested with minimal unreacted proteins (Fig. 1d; Supplementary Fig. 2).

### Single-cell barcoding by combinatorial indexing

Second, we use a combinatorial indexing scheme^10^ to uniquely barcode the proteins from single cells. The combinatorial indexing allows a large number of cells to be barcoded uniquely and avoids manipulation of individual cells as the experiments could be performed with normal pipetting. In the experiments, two sequential rounds of “split-pool” T7 ligation were performed to ligate barcoded oligo adaptors to the proteins inside the cells (Fig. 1b, c). The cells were split into 96 wells each with a distinct oligo that was ligated to the spycatcher-oligo via a ligation bridge (Fig. 1c; Supplementary Data 1). Cells were then pooled and split again into another 96 wells and ligated with another set of oligos. After two rounds of barcode ligations, 96^2^ = 9216 barcodes are possible. To ensure we sample cells that have unique barcodes, we aliquoted 900 cells to decrease barcode collisions rate (<5%, Supplementary Data 2). 

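For 900 cells dealt at random to 9216 barcodes, the Poisson estimate gives 857.5 different barcodes. Of these, 816.3 are expected to hold a single cell and 41.2 to hold more than 1 cell, a collision rate of 4.81%. A barcode shared by 2 cells sums their copies of histone H2B. With 57.1% of the wild-type barcodes left of the line that divides G1 from G2/M in Fig. 2d, 13.4 of the 41.2 collisions are expected to join G1 cells alone and so to have a summed H2B copy number like that of G2/M cells.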

Western blot shows that the targeted protein bands shift up sequentially after two rounds of ligation, indicating that the barcode oligo is successfully ligated (Fig. 1d). Similar with the spytag-spytacher reaction, the T7 ligation efficiency is also high for all the proteins tested with little initial un-ligated protein visible on the gel (Fig. 1d; Supplementary Fig. 2). In addition to the cellular barcodes, we also incorporated a 12 nt random-base Unique Molecular Identifier (UMI)^11^ sequence in the first round of DNA barcode oligo (Fig. 1c), which will be used to correct the amplification biases in NGS library generation. Finally, we validated that the cell morphology was well preserved after in situ oligo tagging and two rounds of ligation (Supplementary Fig. 3).

### Identification of protein isoforms by conventional biochemical separation

Third, to generate enough proteins for conventional protein separation methods, such as SDS-PAGE, the barcoded cells were pooled together. Despite pooling, the single-cell identities of these proteins are still preserved in the covalently attached oligo. In the experiment, we performed SDS-PAGE to separate H2B and its monoubiquitinated isoform H2Bub. H2Bub is 7 kDa heavier than H2B, appearing as a heavier band in the gel (Fig. 1d). Then, the H2B and H2Bub bands were excised from the gel and the protein-oligo conjugates were extracted from the gel pieces (Fig. 1a). To boost the gel staining intensity from the small number of barcoded cells (~900 cells) and to reduce nonspecific sample loss, we co-loaded 10^6^ “dummy” cells, in which the H2B proteins were tagged with oligos, which was of the same length as the real barcode but did not contain PCR primers. As a result, the protein-oligo conjugates originated from dummy cells would co-migrate with those from barcoded cells, but would not be amplified by PCR (Supplementary Fig. 4). The dummy oligo also had a TAMRA dye at the 3′ end for band visualization on the gel (Supplementary Fig. 4). To achieve high-efficiency recovery, polyacrylamide gel with a reversible crosslinker was used^12^ (see “Methods” section).

### Single-cell protein isoform quantification by sequencing

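The single-cell counts come from 1 culture of the wild-type yeast strain, with 1 library from the H2B gel band and 1 from the H2Bub gel band. H2B is a core histone of the nucleosome, and H2Bub is the isoform that carries a single ubiquitin, which is attached by the E2 enzyme Rad6 with the E3 ligase Bre1. The authors amplified 10% of the material extracted from each band and discarded reads with more than 1 mismatch to the constant region of the oligo. The first-round and second-round barcodes were then joined, the real-cell barcodes were chosen by a cutoff on their reads, and the unique 12 nt UMIs of each barcode were counted. The deposited values are these UMI counts, without normalization, and they are identical for all 1698 barcodes of both strains to those of Supplementary Data 3. The wild-type table holds 3455421 UMIs of H2B and 427779 UMIs of H2Bub. From here, the counts were summed and compared between barcodes without further filtering. Barcodes below 4000 H2B UMIs, the position of the gray line in Fig. 2d, were taken as G1 and the others as G2/M, which are ranges of the H2B copy number and not measured stages. Cells of 1 culture are not replicates, so that no p-value is given, and the 95% intervals given with sums and shares (exact Poisson and Clopper-Pearson) cover counting error only.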

Finally, to quantitation of protein isoform abundance in single cell, we sequenced the library of single-cell barcodes generated by PCR of the extracted protein-oligo conjugates. We firstly identified the real-cell barcodes by plotting the total number of sequencing reads per barcode in descending order (Fig. 2a). We observed a clear cutoff to separate real-cell barcodes with a high number of reads from spurious cell barcodes with a low number of reads. The spurious barcodes likely stem from PCR and sequencing errors. 

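The wild-type table lists 850 cell barcodes, each with UMIs from the H2B band. The lowest barcode has 1087 H2B UMIs and the highest 15925. The barcodes fall into 95 of the 96 wells of the first round of ligation, with 3 to 18 barcodes per well, and into 94 wells of the second round, with 3 to 15 barcodes per well. By the Poisson estimate, 891.7 aliquoted cells would give this number of different barcodes. The reads per barcode on which real cells were chosen were not analysed here.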

We identified 850 real-cell barcodes, which agrees with our experimental design (~900 barcoded cells are aliquoted). 

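H2Bub was counted in 849 of the wild-type barcodes. The lowest of these had 117 H2Bub UMIs, and the mean over all barcodes was 503 ± 214 (SD) UMIs. A single barcode, with 2188 H2B UMIs, had no H2Bub UMI.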

The same set of cell barcodes were also identified from the H2Bub gel band (848 out of 850 H2B cell barcodes) (Supplementary Fig. 5), further confirming that those barcodes represent real cells. After identifying barcodes corresponding to the real cells, we next quantified the protein copy numbers in those cells based on the UMIs associated with the cell barcodes. To demonstrate that the copy number of proteins per cell detected is accurately reflected by the number of UMIs^13^, we showed that (1) the length of UMI (12 nt) has enough coding space to cover the protein abundance in single cells (Supplementary Fig. 6a, b); (2) sequencing depth is sufficient to sample all the possible UMIs (Supplementary Fig. 6a–c). As a result, UMIs efficiently eliminate the PCR amplification bias and ensure accurate quantification. We detected an average of 4568 ± 2004 (s.d.) UMIs per cell using 10% of the extracted materials (see “Methods” section; Supplementary Data 3). There are estimated 101,430 ± 63,961 copies of H2B per cell^9^. From this, we estimate that the detection efficiency of DUET to be 45 ± 20%.

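In the wild-type cells, the H2B band gave 4065 ± 1798 (SD, n = 850 barcodes) UMIs per cell. H2B and H2Bub together gave 4568 ± 2004 (SD) UMIs per cell. Set against 10% of the 101430 copies that the paper takes for H2B, the H2B band alone corresponds to a detection efficiency of 40.1 ± 17.7% (SD over cells), and H2B with H2Bub to 45.0 ± 19.8%. The paper does not set H2Bub apart in this copy number, so that H2B with H2Bub is the closer comparison. These SDs describe the spread between cells and leave out the error of the copy number estimate.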

**Fig. 2:**
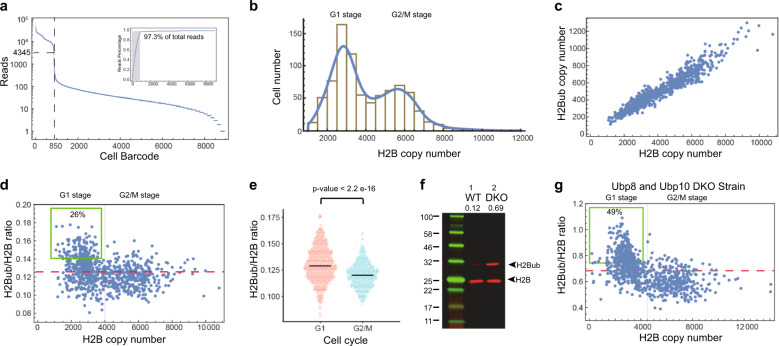
Quantification of H2B and its monoubiquitination H2Bub abundances in single yeast cells. **a** Cell barcode identification from sequencing results. The number of reads per cell barcode was plotted in the descending order. A clear cutoff (dashed line) could be identified to separate real barcodes (with a high number of reads) from the spurious cell barcodes (with a low number of reads). The inset shows accumulated reads percentage. The gray area corresponds to real-cell barcodes, which account for 97.3% of the total filtered reads. **b** The histogram of H2B copy numbers in single cells. **c** H2B and H2Bub copy number in single cells. Each dot represents a single cell. **d** The ratio of H2Bub/H2B in single cells. The red dashed line indicates the population-average H2Bub/H2B ratio. The gray line divides the cells into G1 and G2/M cell-cycle stages according to the H2B copy number. The green box indicates the more-ubiquitinated populations in the G1 stage. **e** The distributions of H2Bub/H2B ratio for cells in G1 and G2/M stages, respectively. The two stages have different distributions (Welch’s *t*-test, *n*_1_ = 365, *n*_2_ = 484). **f** Western blot images of H2B for the wild-type strain (WT) and the UBP8 and UBP10 double-knockout strain (DKO). The H2Bub/H2B ratios measured from the image are ~12% in WT and ~69% in DKO, respectively. **g** The H2Bub/H2B ratios as a function of H2B copy number in single cells for DKO strain. Each dot represents a single cell. The red dashed line is the population-average H2Bub/H2B ratio. The green box indicates hyper-ubiquitinated populations in the G1 stage.

### Single-cell H2B ubiquitination heterogeneities

Our method allows us to quantify the heterogeneity in the copy numbers of H2B (Fig. 2b, c). 

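H2B varied widely between wild-type cells, with a coefficient of variation of 44.2% and a median of 3478 UMIs. H2Bub varied to a similar degree, with a coefficient of variation of 42.6% and a median of 440.5 UMIs. Cells with more H2B also had more H2Bub, with Pearson's r = 0.961 across cells, which are not independent replicates. At the mean counts, counting error is far smaller than this spread. Of the barcodes, 9 had more than 9000 H2B UMIs.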

Previous literature reported that H2B copy number is doubled in G2/M cells compared to G1 cells^14,15^. The histogram of the H2B copy number measured from our method shows a bimodal distribution. 

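The density of H2B copy numbers in wild-type cells had peaks at 2840 and 5600 UMIs, a ratio of 1.97. The lowest point between them stood at 4465 UMIs, where the density was 82.6% of that at the peak of 5600 UMIs, so that the populations overlap. A Gaussian mixture with 2 components on log2 H2B placed the components at 2751 and 5637 UMIs, with 58.6% of the cells in the lower one.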

The two populations have approximately 2-fold difference in the average H2B copy numbers. Therefore, we deduced that the two populations correspond to cells being either in G1 or G2/M cell-cycle stages. This result indicates that our method could accurately quantify the copy number of H2B in single cells (Fig. 2b).

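Below the line at 4000 UMIs lay 485 wild-type barcodes with 2761 ± 610 (SD) H2B UMIs, and above it 365 barcodes with 5798 ± 1328 H2B UMIs. The mean H2B copy number was 2.10-fold higher in G2/M than in G1 (2.09 to 2.11 from counting error). H2Bub was 356 ± 82.8 (SD) UMIs per cell in G1 and 699 ± 176 in G2/M, 1.96-fold higher in G2/M. The classes are separated by H2B itself, so that a difference in mean H2B follows from how they were made, and 78 barcodes (9.18%) lay within 10% of the line. From the difference between the populations and the doubling of H2B reported in the literature, the paper deduces that they are G1 and G2/M cells.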

DUET also allows us to quantify the monoubiquitination isoform (H2Bub) within the same single cells. We calculated the ratio between H2Bub to H2B in single cells (Fig. 2d). 

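The H2Bub/H2B ratio of the summed wild-type counts was 0.124 (0.123 to 0.124). Over single cells, the mean ratio was 0.126 ± 0.0162 (SD), the median 0.125, and the 5th and 95th percentiles were 0.101 and 0.154. Pearson's r between the ratio and the H2B copy number was -0.276 across cells, but H2B is also the denominator of the ratio, so that error in H2B by itself gives a negative r. In G1 cells the SD of the ratio was 0.0177, which is 2.37 times the SD of 0.00748 that counting error alone gives at these depths. In G2/M cells the SD of 0.0120 was 2.43 times that of counting error. Spread beyond counting error need not be biological. Of the variance of the wild-type ratio, 27.6% lay between first-round barcoding wells, against at most 17.1% with barcodes dealt to wells at random.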

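In the wild-type counts, G1 barcodes had a higher H2Bub/H2B ratio than G2/M barcodes. The ratio of the summed counts was 0.129 (0.128 to 0.130) in G1 and 0.120 (0.120 to 0.121) in G2/M, 1.07-fold higher in G1 (1.06 to 1.08). The mean ratio of single cells was 0.130 in G1 and 0.120 in G2/M. The intervals cover counting error in 1 culture only. H2B sets both the stage and the denominator of the ratio. In wild type, simulated H2B recovery that varied between cells around a common ratio gave a mean fold of 1.05 and up to 1.08. Varying recovery may therefore make part or all of the 1.07-fold excess. When 25 UMIs per barcode were taken off H2Bub as background, the G1 ratio was 1.03-fold that of G2/M, and 45.1 UMIs per barcode would level the stages.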

Interestingly, cells at different cell-cycle stages show different H2Bub/H2B ratio distributions (Fig. 2d, e). Specifically, 26% of cells at the G1 stage have high ratio of H2Bub to H2B (>0.14), compared with only 5% of cells at the G2/M stages. 

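A ratio above 0.14 was found in 140 of 485 wild-type G1 cells, or 28.9% (24.9 to 33.1%), and in 22 of 365 G2/M cells, or 6.03% (3.82 to 8.98%). Near the threshold, within 5% of it, lay 128 G1 cells and 47 G2/M cells. Counting error around the ratio of each class would by itself bring 7.19% of G1 cells and 0.0121% of G2/M cells above 0.14. With every barcode thinned to 2000 UMIs of H2B and H2Bub, which left out 33 G1 cells and no G2/M cell, the shares were 25.7% and 10.1%. Taking 25 background UMIs off H2Bub in each barcode lowered the shares to 13.6% and 3.01%. The threshold stayed at 0.14, so that the lower ratios could only lower the shares. With stage set from H2Bub instead, the G2/M share was 9.32%.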

To further investigate the molecular mechanism underlying H2Bub/H2B ratio change in G1 and G2/M cells, we applied our method to a double-knockout yeast strain in which two de-ubiquitination enzymes of H2B (Ubp8 and Ubp10)^16^ are deleted. 

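The double-knockout strain lacks UBP8 (YMR223W) and UBP10 (YNL186W), which encode deubiquitinases that remove ubiquitin from H2B. The same assay was applied to 1 culture of this strain, again with 1 library per gel band, and the authors made the UMI counts in the same way. The table holds 848 barcodes with 3803975 UMIs of H2B and 2462422 UMIs of H2Bub. H2B averaged 4486 ± 2192 (SD) UMIs per cell, and H2Bub 2904 ± 1205 UMIs, 5.77-fold the wild-type value. The summed counts gave an H2Bub/H2B ratio of 0.647 (0.646 to 0.648), and 10 cells had more H2Bub than H2B. Another 10 barcodes had only 207 to 898 H2B UMIs, while the next had 1316. Barcodes below 4500 H2B UMIs, the position of the gray line in Fig. 2g read by eye, were taken as G1. The strains were compared without a test, since each is a single culture.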

As expected, the H2Bub level was elevated in this strain (H2Bub/H2B ratio: 0.69), estimated from ensemble western blot (Fig. 2f). However, 49% of cells at the G1 stage still have the high ratio of H2Bub to H2B (>0.74), compared with 5% of cells at the G2/M stage (Fig. 2g). These results suggest that Ubp8 and Ubp10 set the baseline levels of ubiquitination of H2B, whereas the cell-cycle dynamics of H2B ubiquitination may be due to other components. It has been shown that Rad6, the E2 ubiquitin ligase for H2B, can be phosphorylated by Bur1/Bur2 cyclin-dependent protein kinase at its serine-120 residue^17^. Therefore, the role of Rad6 and Bre1, the E3 ubiquitin ligase for H2B, in modulating levels of H2Bub should be further investigated.

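In the double-knockout strain, 243 of 487 G1 cells, or 49.9% (45.4 to 54.4%), and 20 of 361 G2/M cells, or 5.54% (3.42 to 8.43%), had a ratio above 0.74. The threshold lies at the median ratio of the G1 cells, 0.740. In wild-type cells the threshold of 0.14 lies above the G1 median of 0.129. Counting error around the ratio of each class would by itself bring 34.7% of the double-knockout G1 cells (at most 41.5% in 1000 draws) and none of its G2/M cells above 0.74. The G1 draws were centred on the ratio of the summed counts, 0.732, which lies under the G1 median. The difference between 41.5% and 49.9% therefore depends on this centre and does not measure spread beyond counting error. Of the double-knockout cells, 129 in G1 and 33 in G2/M had a ratio within 5% of the threshold. At 2000 UMIs per barcode, which left out 10 G1 cells, the shares were 50.1% and 6.37%. The G2/M share was 10.1% with the first n of the legend as G1, although this n equals the number of G2/M cells here. It was 9.42% both with the threshold at 1.1 times the strain ratio and with stage set from H2Bub.

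**Figure D1:**
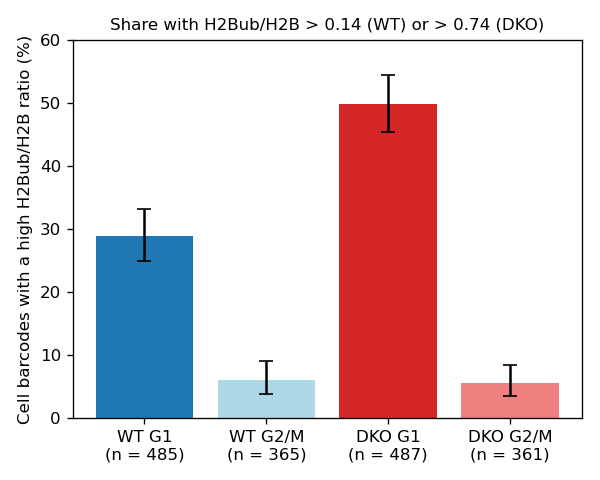
Share of cell barcodes with a high H2Bub/H2B ratio, in percent, for G1 and G2/M cells of the wild-type (WT, above 0.14) and double-knockout strain (DKO, above 0.74). Bars are the shares in 1 culture per strain and error bars the exact 95% intervals for counting error. The G1 bars stand at 28.9% and 49.9%, the G2/M bars at 6.03% and 5.54%.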

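Loss of Ubp8 and Ubp10 went with a higher H2Bub/H2B ratio in both stages. The ratio of the summed counts was 5.67-fold the wild-type ratio in G1 (5.63 to 5.71) and 4.97-fold in G2/M (4.94 to 5.00). The G1 ratio remained above the G2/M ratio without these enzymes, 1.22-fold (1.22 to 1.23), against 1.07-fold in wild-type cells. Simulated H2B recovery that varied between cells around a common ratio gave up to 1.15-fold in the double knockout and 1.08-fold in wild type. By deciles of H2B and H2Bub together, the ratio of both strains was higher in the lower than in the upper deciles. In the double-knockout strain it was 0.770 in the decile 3 from below and 0.593 in decile 9, and in wild-type cells 0.132 and 0.121. These differences are between single cultures and have no replicate check. From the elevated ratio and the G1 excess that remains, the paper proposes that Ubp8 and Ubp10 set the baseline of H2B ubiquitination and that its change over the cell cycle may come from other components.

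**Figure D2:**
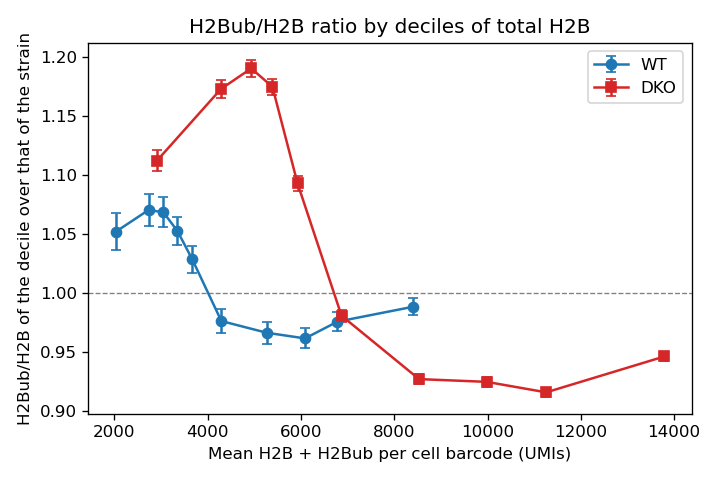
H2Bub/H2B ratio of the summed counts in each decile of cell barcodes, divided by the ratio of the strain, against the mean H2B and H2Bub UMIs per barcode in the decile. Error bars are exact 95% intervals for counting error. The double-knockout strain (DKO) runs from 1.19 in decile 3 to 0.916 in decile 9, the wild type (WT) from 1.07 to 0.976.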

## Discussion

In summary, this proof-of-concept experiment demonstrates that DUET strategy could detect protein and its PTM isoforms in single cells. The DUET approach does not require manipulation of single cells and can be performed with common lab equipment. DUET has high detection efficiency (~45%) where most of the loss presumably occurred during sample handling and gel electrophoresis. Such high detection efficiency will in principle allow low-copy number protein to be detected in single cells. In DUET, alternative methods of protein separation and identification, e.g., phos-tag gel^18^, can be explored so that other post-translational modification isoforms, such as phosphorylation, can be resolved and quantified at single-cell level. For this initial demonstration of DUET, we used genetic fusion to selectively target a single protein. In the future, DUET could be extended to label the proteome globally by methods such as incorporation of unnatural amino acids^19^. The unnatural amino acids could be clicked to oligonucleotide and barcoded using the same strategy demonstrated here. Then, different proteins-oligo conjugates could be separated by high dimensional gels^20^ or liquid chromatography^21^, followed by identification by mass spectrometry and quantification by NGS of the individual isolated protein bands, enabling single-cell proteomics at a global scale.

## Methods

### Yeast strains and plasmids

The *S. cerevisiae* strains used in this study were BY4741 (MATa *his*3 *leu*2 *met*15 *ura*3). The standard cloning procedure was performed^1^ to tag the C terminal of target protein with spytag and 3xFLAG. The strains and plasmids are available upon request.

### Cell culture, fixation, and permeabilization

Fresh colonies of yeast strain were grown in YPD until OD600 of ~0.5 (10 mL culture). Cells were then fixed by 1% w/v formaldehyde (Thermo Scientific, 28908) at 30 °C for 30 min with gentle shaking. Cells were then harvested and washed by buffer B (1.2 M sorbitol/0.1 M sodium phosphate, pH 7.4) three times. The cells were spheroplasted using 100 µg zymolase (Zymo Research, E1006) and 10 µL fresh beta-mercaptoethanol in 1 mL of buffer B cell suspension for 10 min at 37 °C with gentle shaking. After the spheroplasting reaction, the cells were gently washed with buffer B three times. Cells were post-fixed in 1% w/v formaldehyde in 1X PBS/0.6 M KCl for 30 min at RT. Cells were washed with buffer B three times again after post-fixation.

### Spycatcher-DNA oligo conjugate synthesis

The strategy for synthesizing spycatcher-DNA oligo conjugate is shown in Supplementary Fig. 1. Spycatcher with 6xHis-tag and a cysteine sequence at C terminal was expressed in the derived BL21 strain (NEB, C2566H, T7 express competent *E. coli*) and purified using standard Ni-NTA purification method. To prepare spycatcher-methyltetrazine, spycatcher was reduced by TECP (Thermo Scientific 77720) to remove the potential intermolecular disulfide bond. Excessed TCEP was then removed by PD-10 desalting column (GE Healthcare). The spycatcher was reacted with maleimide-(PEG)_4_-methyltetrazine (Click Chemistry Tools, 1068-10) via a free thiol group in the reduced cysteine residue and the reaction product (spycatcher-methyltetrazine) was separated from unreacted maleimide-(PEG)_4_-methyltetrazine by PD-10 column. To prepare *trans-*cyclooctyne (TCO)-oligo, 5′-amine-modified oligonucleotide (IDT DNA) was reacted with TCO-(PEG)_4_-NHS ester (Click Chemistry Tools, A137-2) and the reaction mixture was purified by HPLC using a C8 column. Finally, to prepare spycatcher-DNA oligo conjugate, spycatcher-methyltetrazine was reacted with eq. molar amount of TCO-oligo via the click chemistry between methyltetrazine and TCO (Supplementary Fig. 1a). Spycatcher-oligo conjugate was purified from unreacted spycatcher and TCO-oligo by ion-exchange chromatography (Supplementary Fig. 1b) and stored with 50% glycerol in 1X PBS at −20 °C until further usage.

### In situ DNA oligo tagging

10 μM spycatcher-DNA oligo conjugate was reacted with the fixed cells in 1X PBS/0.6 M KCl solution containing protease inhibitor cocktail (Sigma Aldrich, SRE0055). The formaldehyde fixation and spheraplasting process permeabilized the cells so that spycatcher-oligo conjugate could enter the cells and react with protein with spytag. The reaction was incubated for 2 h at RT with gentle shaking. After the spycatcher-oligo reaction, the cells were washed with buffer B three times.

### Pool-split combinatorial barcoding with T7 ligation

Cells after in situ DNA tagging were distributed into a 96-well plate. Each well contains ~10^6^ cells. T7 ligation reaction buffer containing T7 ligase (NEB, M0318S), 1st round ligation adapter (5 µM) and 1st round barcoding oligos (5 µM) were added into each well. The plate was incubated for 2 h at RT with gentle shaking. After 1st round barcode ligation, cells were pooled together, washed with buffer B three times, and distributed into another 96-well plate. T7 ligation reaction buffer containing T7 ligase, 2nd round ligation adapter (5 µM) and 2nd round barcoding oligos (5 µM) were added into each well. The plate was incubated for 2 h at RT with gentle shaking. All barcode sequences used in this work are acquired from NEB-Next 96 single index kit barcode sequences (NEB, E6609), listed in Supplementary Data 2. After 2nd round barcode ligation, cells were pooled together and washed with buffer B three times. The cell morphology was checked under the microscope after spycatcher-oligo conjugation, 1st ligation, and 2nd ligation to make sure the cells remain intact during this procedure (Supplementary Fig. 3). The cell density was measured using a hemocytometer and a cell-suspension solution containing 900 cells was aliquoted using flow cytometry.

For “dummy” sample preparation, we first synthesized spycatcher-DNA oligo conjugate with the dummy sequence using the same method as described previously. Then cells were reacted with the spycatcher-dummy oligo, ligated sequentially with 1st round barcode oligos and 2nd round barcode oligos using the same methods as before, but without pool-splitting. The dummy sample has different sequence in the PCR handle parts so that it will not be amplified by primers for Illumina sequencing library preparation (Supplementary Fig. 4a). In addition, the 3′ end of 2nd ligation oligo is modified with a rhodamine dye TAMRA, to enable visualization of the ligation bands in gel analysis by a typhoon scanner (Supplementary Fig. 4b, c). The dummy sample was mixed with the aliquot of real barcoded sample (~900 cells) for further analysis.

### Gel electrophoresis and protein–DNA complex recovery

2X Laemmli buffer (Bio-Rad, 1610737) was added to the cells (containing both dummy cells and barcoded cells) and boiled at 95 °C for 10 min. This boiling process reversed the formaldehyde crosslinking. The sample was then loaded in a 10% dissolvable polyacrylamide gel. The dissolvable PAGE gel was made with a labile crosslinker, ethylene-glycol-diacrylate (EDA) (Sigma Aldrich, 41608), which allows for high recovery yield from the gel^2^. The target protein-oligo conjugate bands were visualized using a Typhoon scanner to image with TAMRA fluorescence. The bands were cut off from the gel, and the protein–oligo complex were recovered. We also cut and extracted a blank gel piece (Supplementary Fig. 5a) to estimate the background introduced during gel electrophoresis.

### Library preparation and sequencing

Two rounds of PCR amplification were carried out for next-generation sequencing library preparation. 10% of the materials recovered from the gel was used for PCR amplification. First, the DNA part of the protein–DNA conjugate was amplified using its PCR handle. Then in second-round PCR, sequencing adapters were appended using NEB-Next Multiplex Oligos for Illumina (NEB). The amplification conditions for the first-round PCR were as follows: 95 °C 1 min, then 10–15 cycles at 95 °C, 10 s/62 °C, 15 s/65 °C 30 s, and a final extension at 65 °C 3 min. The number of cycles required for the first-round PCR was determined by analyzing a small aliquot of the sample on a qPCR machine. The number of cycles was determined as the start point of exponential phase amplification. The PCR amplification condition for the second-round PCR was as follows: 95 °C 1 min, then 4 cycles at 95 °C 10 s, 62 °C 15 s, 65 °C 30 s, and a final extension at 65 °C 3 min. After each round of PCR, PCR amplicons were separated on 3% agarose gel and purified using gel extraction kit (Thermo Scientific, K210012) without heating. The PCR-amplified library was quantified using a Qubit High-sensitivity DNA kit (Invitrogen). The final purified amplicons were sequenced using a HiSeq 2500 (Illumina) with the targeted read depth of 5–25 million per gel band.

### Data analysis

To estimate the “collision” rate (the number of barcodes representing more than two cells), we simulated the sampling process (Supplementary Data 2) using the procedure described in the previous work^3^. We found that with 9216 possible barcode combinations, the sampling of 900 cells will result in an expected collision rate lower than 5%. Therefore, we aliquoted 900 cells in the experiment for the following analysis.

The sequencing reads were first filtered based on the constant fixed region in the oligo (the constant region includes the PCR handle, the first T7 ligation site, and second T7 ligation site). Reads that had more than one mismatch against the constant region were disregarded. Then, the 1st round cell barcode and 2nd round cell barcode were connected together to generate the full cell barcode. Reads with cell barcodes which did not match the set of barcode combinations (9216 in total) were disregarded. The number of reads for each barcode was then calculated and the real-cell barcodes were identified from spurious cell barcodes as the former have a much higher number of reads than the latter (Supplementary Fig. 5b). Although the real barcodes could be found from both H2B sample and H2Bub sample, they cannot be found from the background sample (Supplementary Fig. 5c). In addition, the number of unique UMIs is significantly lower in the background band compared with the targeted protein band, indicating the gel background is low.

To verify that the UMIs had enough coding space to encode all the proteins in single cells, we counted how many unique UMIs we could identify from sequencing results when we computationally shortened the UMIs (Supplementary Fig. 6a, b). The number of UMIs increased with the length of the UMIs and reached a plateau after around 10 nt, indicating that the length of UMI (12 nt) have enough coding space to encode all proteins in single cells. To verify that the sequencing depth was high enough to sample all the UMIs, we computationally subsampled the sequencing reads and calculated how many UMIs observed were associated with single-cell barcodes (Supplementary Fig. 6c). As sequencing depth increases, the number of uniquely identified UMIs increases and reached a plateau at full sequencing depth (1.0), indicating that all the UMIs are sufficiently sampled. It should be noted that different sequencing depths were needed for different proteins to saturate the UMIs. For example, for the H2B sample, 25 million reads were needed, while for the H2Bub sample, only 5 million reads were required for library saturation. This reflects the different complexity of these two libraries, which agrees with the different copy numbers of these two proteins inside the cells.

### Statistics and reproducibility

ImageJ software was used to analyze western blot images. Single-cell protein copy number data were processed using Microsoft Excel. Results were shown as mean ± S.D. All statistical analyses were depicted in the figure legends. Statistical significance was assessed using Welch’s *t*-test. *p*-values of 0.05 or less were considered statistically significance and absolute *p*-value is presented in figures.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Description of Additional Supplementary Files

Reporting Summary

Peer Review File

## Data Availability

Next-generation sequencing data for H2B and H2Bub from wild-type and double-knockout strains are available at the NCBI’s GEO (Accession Number: GSE153605). The single-cell protein copy number counts used in our analysis are available in Supplementary Data 3. All other relevant data are available from the corresponding author upon request.

## Code availability

All software and codes used in this work will be made available upon request to the authors.

# Supplementary material for: Detecting protein and post-translational modifications in single cells with iDentification and qUantification sEparaTion (DUET)
**Source:** Commun Biol. 2020 Aug 3;3:420. doi: 10.1038/s42003-020-01132-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supporting information for

Detecting protein and post-translational modifications in single cells with iDentification and qUantification sEparaTion (DUET)

Table of Contents:

I Supplementary Figure S1 to S7

II Reference

I Supplementary Figures

a

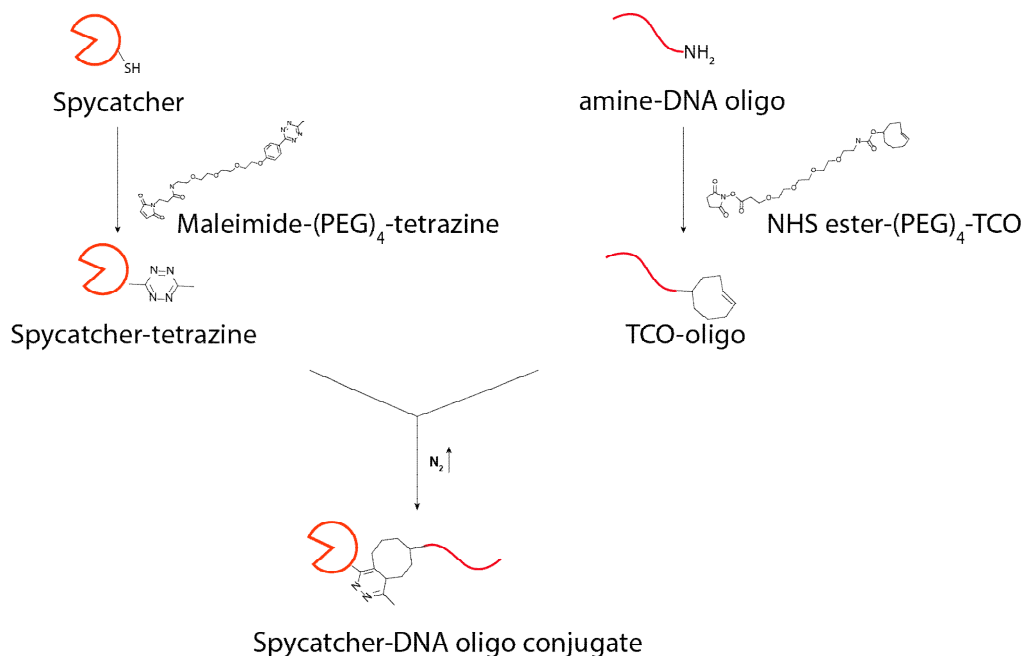

b

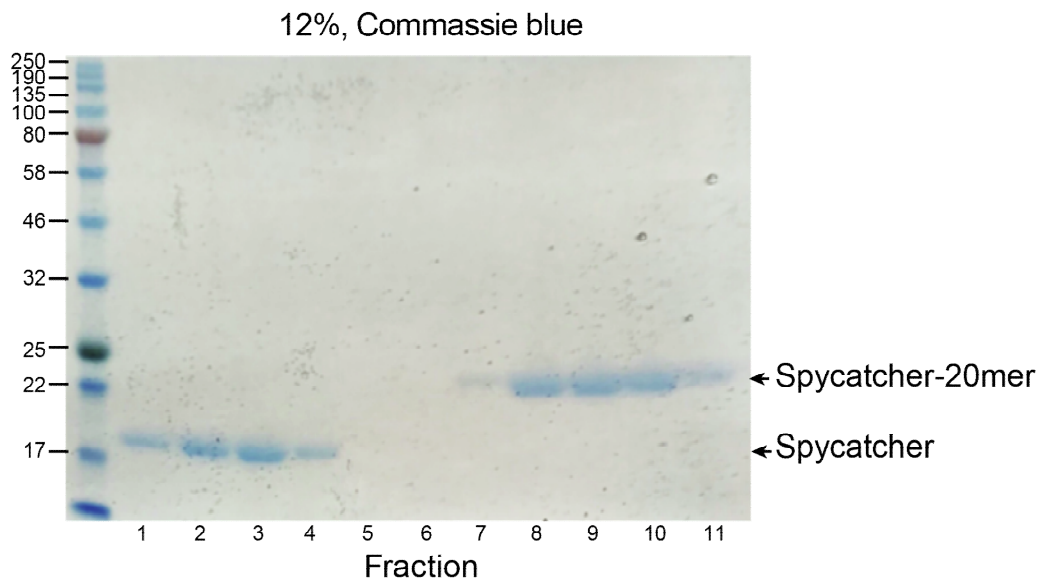

Supplementary Figure 1. Spycatcher-DNA oligo conjugate. a) Strategy for spycatcher-oligo conjugate synthesis. Spycatcher with a cysteine at the C-terminal region was reacted with the maleimide-(PEG)₄-methyltetrazine to generate spycatcher-methyltetrazine. 5' amine-modified oligo was reacted with NHS ester-(PEG)₄-TCO to generate TCO-oligo. The spycatcher-methyltetrazine and TCO-oligo were then conjugated together via click chemistry. b) The gel electrophoresis results for spycatcher-oligo (20mer) purification using ion-exchange chromatography. The numbers are the different fractions from ion-exchange chromatography. Spycatcher-DNA oligo conjugate (spycatcher-20mer) is separated from the leftover spycatcher.

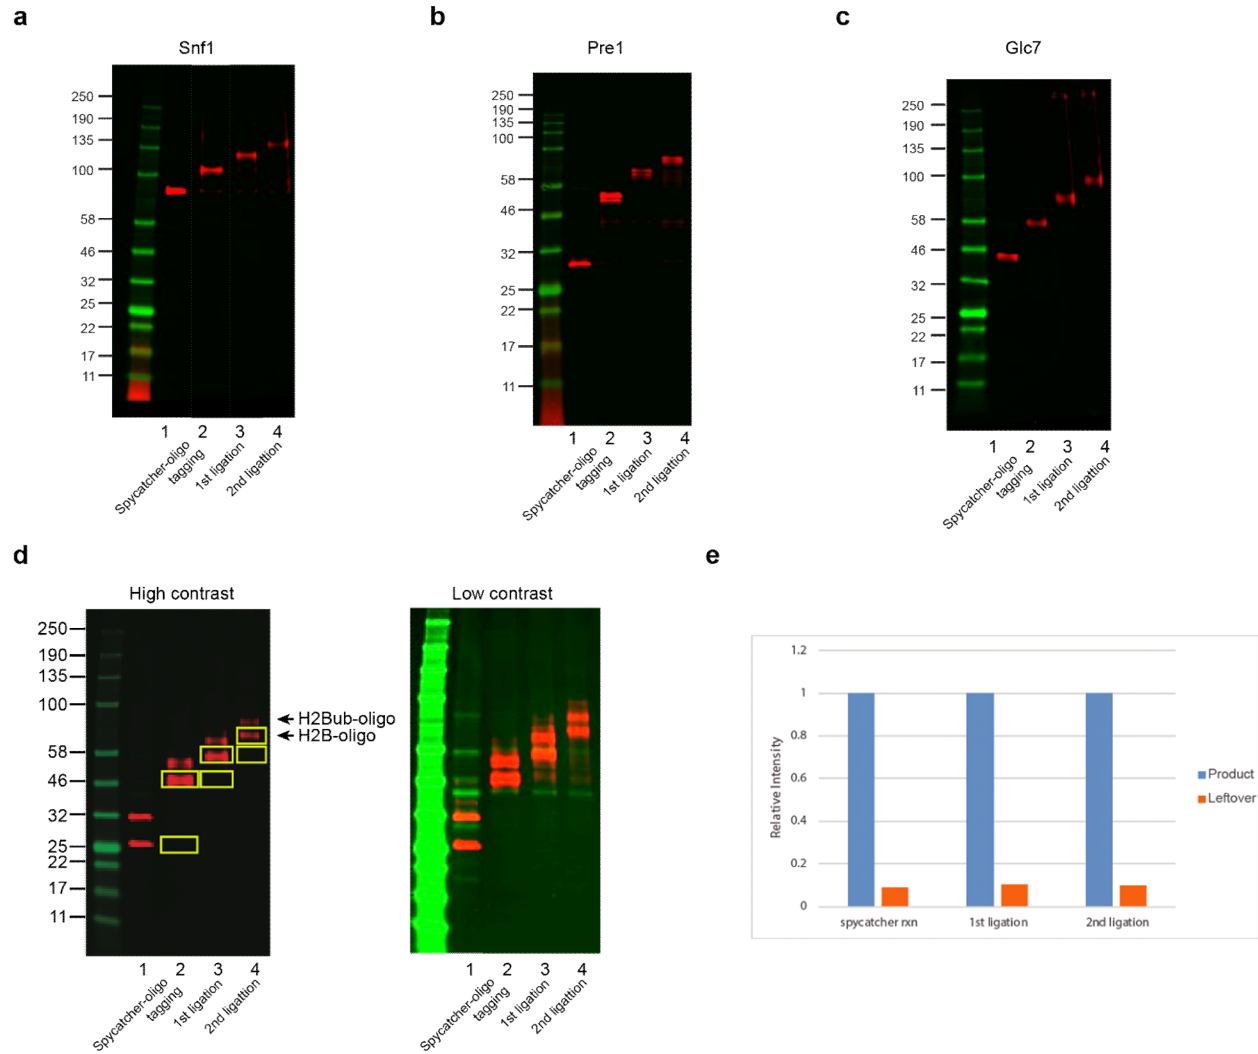

Supplementary Figure 2. Western blot analysis of targeted proteins after spycatcher reaction, the first ligation, and the second ligation. a) The western blot images of Snf1. The red fluorescence corresponds to Snf1 and the green fluorescence corresponds to ladder. The Snf1 bands migrated slower after reactions, indicating successful reactions. b) The western blot images of Pre1 after reactions. c) The western blot images of Glc7 after reactions. d) The western blot images of H2B and H2Bub in both high contrast and low contrast. (Slight leakages of ladder into other lanes can be seen in low-contrast images). e) The intensities of the regions (yellow boxes in a) were determined from images and plotted. The intensities for reacted H2B(product) and un-reacted H2B(leftover) were compared, showing the reaction efficiency is high.

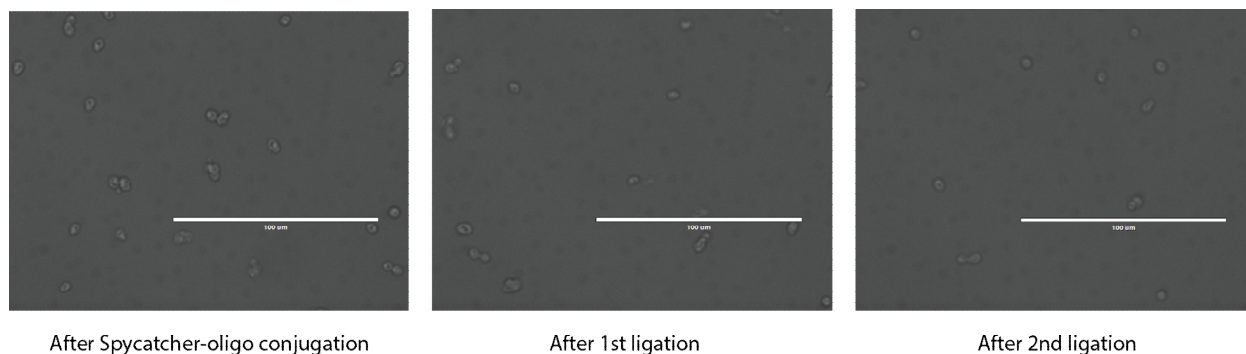

Supplementary Figure 3. Cell morphology under the microscope after spycatcher reaction, first ligation, and second ligation. Individual intact cells can be observed after each step without morphological changes, confirming that each single cell could be used as compartments during "split-pool" barcoding. (Scale bar: 100µm)

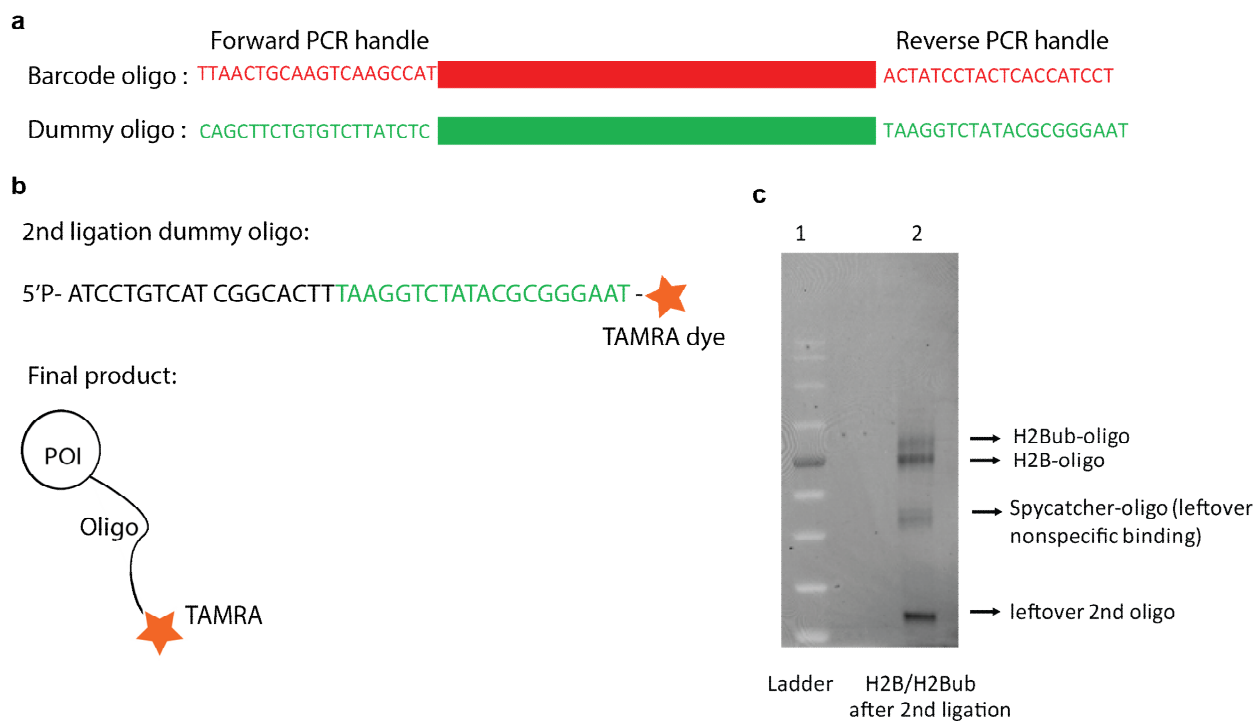

Supplementary Figure 4. Design of dummy oligo. a) The dummy oligo has the same length as the barcode oligo, but has different sequences in the PCR handle. Therefore, proteins labeled with dummy oligo will co-migrate with proteins labeled with barcode oligo during gel electrophoresis, but will not be amplified during library preparation. b) A TAMRA dye is incorporated into the second ligation oligo used in the dummy sample. The protein-oligo conjugate can then be visualized on the gel using fluorescence. c) The fluorescent gel image acquired by a typhoon scanner. H2Bub-oligo and H2B-oligo conjugated with TAMRA dye could be identified. The leftover of 2nd ligation oligo was also found. We also observed a band whose size corresponds to spycatcher-oligo after two rounds of barcodes ligation. This may come from unreacted, non-specifically bound spycatcher-oligos inside the cells that are eventually further barcoded during pool-split barcoding. This spycatcher-full-length oligo product will interfere with quantification if not separated by gel electrophoresis.

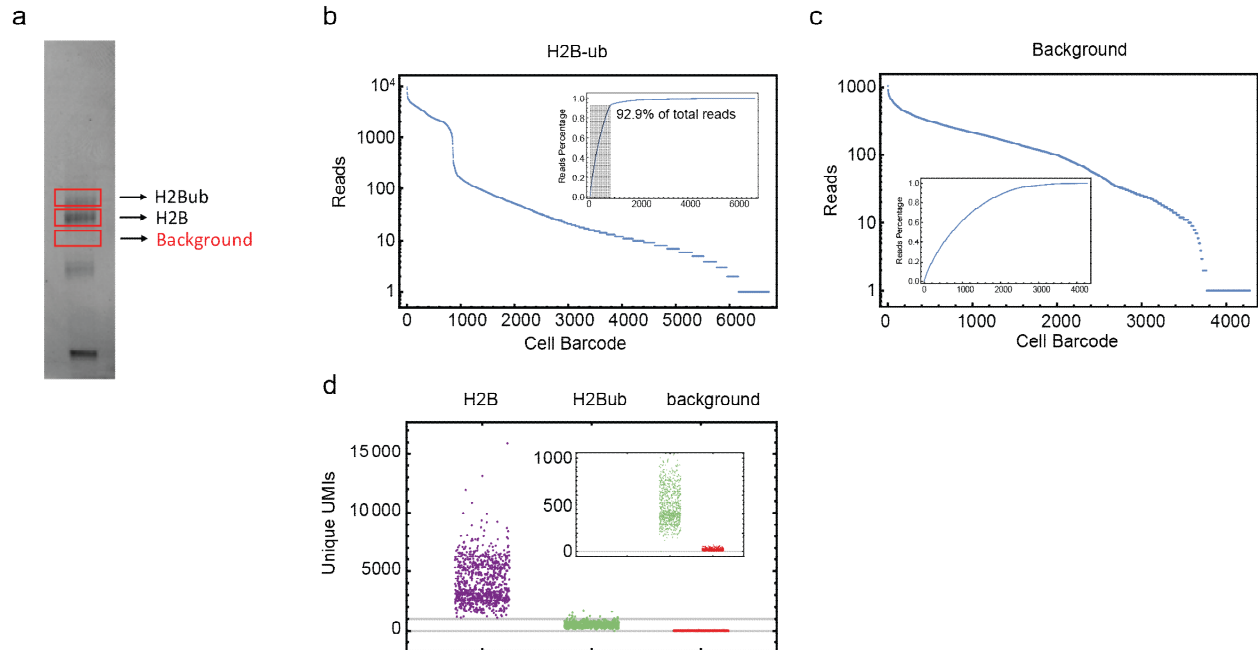

Supplementary Figure 5. Identification of cell barcodes. a) Two bands corresponding to targeted proteins (H2Bub, H2B) and a band corresponding to background were cut from the gel and DNA-protein conjugates were extracted and sequenced by next-generation sequencing. b) The total number of reads per barcode was plotted in the descending order for the H2Bub band (**Figure 2b**). Similar to the H2B band, a clear cut-off can be identified that separates real cell barcodes from spurious barcodes with a low number of reads. The real cell barcodes identified from H2B and from H2Bub are almost the same (848 out of 850), further confirming that those barcodes represent real single cells. c) By contrast, barcodes from the background do not show a clear cutoff. d) The unique UMIs (a.k.a., protein copy numbers) associated with the real barcodes from H2Bub and H2B bands and from the background band. Each dot corresponds to one real cell barcode. This result shows that the gel has a low background.

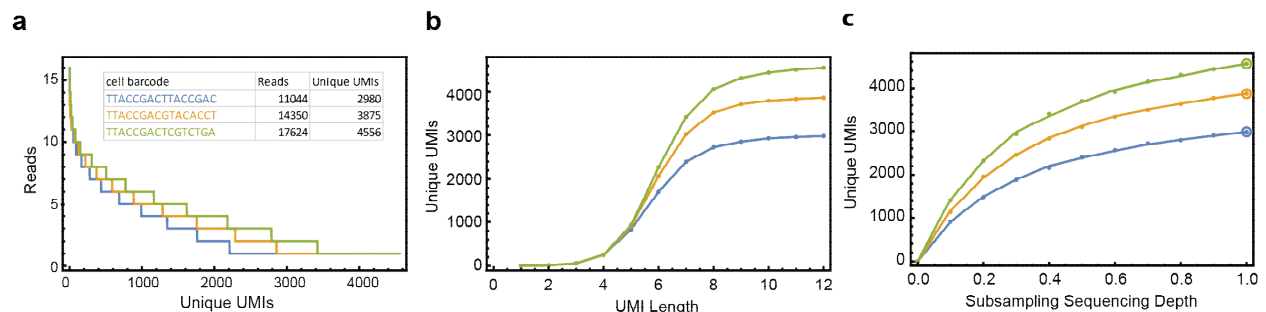

Supplementary Figure 6. Quantification of protein copy numbers by counting UMIs. a) The number of reads for each UMI in 3 example cells. The number of reads associated with UMIs varies from 16 to 1, demonstrating the necessity of using UMI to correct PCR duplication. The inset shows the total reads and unique UMIs associated with each barcode. b) The number of unique UMI identified when sublength of UMIs is taken for 3 example cells. The number of UMIs increased with the length of the UMIs and reached a plateau after around 10nt, indicating that the length of UMI (12nt) have enough coding space to encode all proteins in single cells. c) The number of unique UMIs identified when sequencing depth (the number of total reads) is subsampled. As sequencing depth increases, the number of uniquely identified UMIs increases and reached a plateau at full sequencing depth (1.0), indicating that all the UMIs are

sufficiently sampled. Based on these premises, the protein copy number from single cells can be presented by the number of unique UMIs.

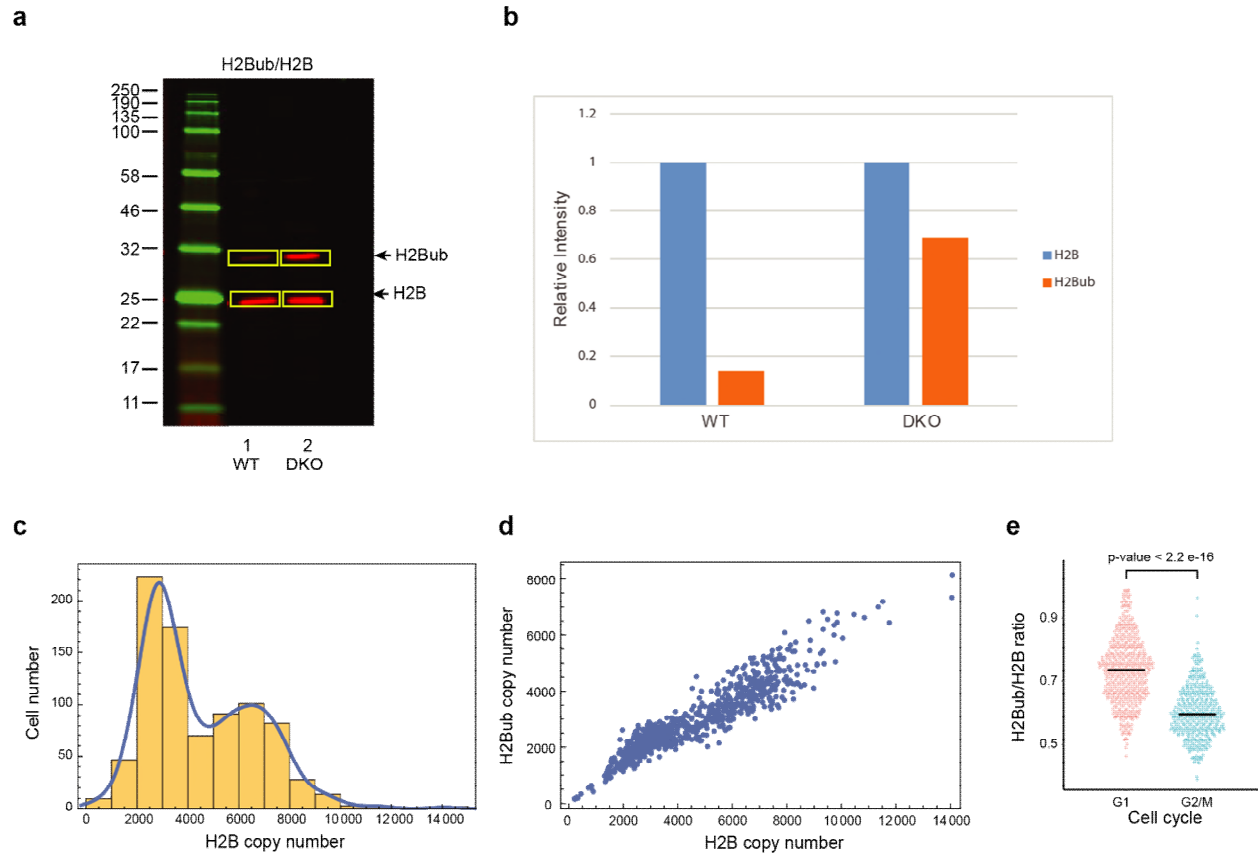

Supplementary Figure 7. Analysis of UBP8 and UBP10 double knock-out strain. a) Western blot images of H2B for wild-type strain (WT) and double knockout strain (DKO). b) The ratio between H2Bub and H2B measured from images. The H2Bub/H2B ratio is ~12% in WT and ~69% in DKO. c) Histogram of H2B copy number in single cells for DKO strain. d) H2B and H2Bub copy number in single cells for DKO strain, each dot corresponding to one single cell. e) The distributions of H2Bub/H2B ratio for cells in G1 and G2/M stages, respectively in dko strain. Similar with wt strain, the two stages have different distributions (Welch's t-test, $n_1 = 361$, $n_2 = 487$).

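The H2B copy numbers of the double-knockout cells had density peaks at 2890 and 6450 UMIs. The lowest point between them stood at 4935 UMIs, where the density was 83.9% of that at the peak of 6450 UMIs. The mean was 2860 ± 778 (SD) H2B UMIs in 487 G1 cells and 6679 ± 1444 in 361 G2/M cells, 2.34-fold higher in G2/M. H2Bub was 2092 ± 538 UMIs in G1 and 3999 ± 964 in G2/M, 1.91-fold higher. For H2B and H2Bub together the fold was 2.16. The mean H2Bub/H2B ratio of single cells was 0.741 ± 0.116 (SD) in G1 and 0.601 ± 0.0825 in G2/M, and that of the summed counts 0.732 and 0.599. The number of barcodes within 10% of the line at 4500 was 69. A Gaussian mixture with 2 components on log2 H2B placed 75.3% of the cells in the lower component, at 3290 UMIs. Below the line lay 57.4% of the barcodes, so that the split of this strain depends on the method. Cells of 1 culture were not taken as replicates here, and no p-value was computed.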

II References

1. Gingold, E. B. Cloning in Yeast. in *Techniques in Molecular Biology: Volume 2* (eds. Walker, J. M. & Gaastra, W.) 140–158 (Springer US, 1987).
2. Bornemann, S., Rietschel, B., Baltruschat, S., Karas, M. & Meyer, B. A novel polyacrylamide gel system for proteomic use offering controllable pore expansion by crosslinker cleavage. *Electrophoresis* **31**, 585–592 (2010).
3. Cusanovich, D. A. *et al.* Multiplex single cell profiling of chromatin accessibility by combinatorial cellular indexing. *Science* **348**, 910–914 (2015).

# Supplementary material for: Detecting protein and post-translational modifications in single cells with iDentification and qUantification sEparaTion (DUET)
**Source:** Commun Biol. 2020 Aug 3;3:420. doi: 10.1038/s42003-020-01132-8
**Supplement:** Supplementary file 5 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Data 1:** 1st round T7 ligation and 2nd round T7 ligation barcoding sequence and bridge sequence

Tab\_1: The bridge oligo sequences used in 1<sup>st</sup> round T7 ligation and 2<sup>nd</sup> round T7 ligation.

Tab\_2: The 1<sup>st</sup> round T7 barcoding oligos (96 of them).

Tab\_3: The 2<sup>nd</sup> round T7 barcoding oligos (96 of them).

**Supplementary Data 2.** Collision rate estimation.

The expected collision rate is calculated by assuming a Poisson sampling process. Specifically, the “Zero” column represents the number of cell barcodes that are sampled zero times, which is calculated by  $9126 \times (1 - \frac{1}{9216})^n$ , where 9216 is the total number of cell barcodes (96\*96), and n is the number of cells. The “One” column represented the number of cell barcodes that are sampled one time, which is calculated by  $n \times (1 - \frac{1}{9216})^n$ . The “Collision” column represents the cell barcodes that are sampled more than once (collision), which is calculated by 9126-Zero-One. The collision rate is then calculated by Collision/(Collision + One). Red color indicates the cell number used in the experiment.

**Supplementary Data 3:** Single-cell protein copy number matrix.

Tab\_1: single-cell protein copy numbers for wild-type strain. Each row represents a unique cell barcode (a.k.a a single cell). The first column corresponds to H2B copy number and the second column corresponds to H2Bub copy number.

Tab\_2: single-cell protein copy numbers for double-knockout strain. Each row represents a unique cell barcode. The first column corresponds to H2B copy number and the second column corresponds to H2Bub copy number.

# Supplementary material for: Detecting protein and post-translational modifications in single cells with iDentification and qUantification sEparaTion (DUET)
**Source:** Commun Biol. 2020 Aug 3;3:420. doi: 10.1038/s42003-020-01132-8
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
  - ☐ ☒ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
  - ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

All software and codes used in this work will be made available upon request to the authors.

Data analysis

All software and codes used in this work will be made available upon request to the authors.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Next-generation sequencing data for H2B and H2Bub from wild-type and double-knockout strains are available at the NCBI's GEO (accession number: GSE153605). The single-cell protein copy number counts used in our analysis are available in Supplementary Table 3. All other relevant data are available from the corresponding author upon request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	In the experiments, 878 single cells are analyzed. This number is determined from the current experimental design (two rounds of pool-split barcoding) and provides enough statistical power for our analysis
Data exclusions	No data is excluded.
Replication	No replication was done for this study.
Randomization	No randomization was done for this study.
Blinding	No blinding was done for this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Anti-DDDDK tag(FLAG) antibody; Supplier: Abcam; Catalog Number: ab205606;
Validation	The specificity of this antibody has been validated extensively by the manufacturer(Abcam). See https://www.abcam.com/ddddk-tag-binds-to-flag-tag-sequence-antibody-epr20018-251-ab205606.html

How the deposited data were processed for this re-analysis (not part of the article)

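The data are counts of H2B and H2Bub in single cells of a wild-type strain and of a strain without UBP8 and UBP10, from 1 culture per strain and 1 library per gel band. The authors filtered the reads on the constant region of the oligo, joined the barcodes of both ligation rounds, kept those among the 9216 possible combinations, chose real-cell barcodes by reads per barcode and counted unique UMIs, and the deposited values are these counts per barcode and band. The counting tool and any correction of errors in the UMI sequence are not given in the sources used here. The step from reads to counts could move the values: reads from another band or from errors in a barcode add UMIs, and UMIs that meet by chance remove them. The UMIs have 12 nt, and the barcode of each round has 8 nt. No column of per-sample values was left unused, and the reads and the background band were not analysed here.

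The wild-type table has 850 barcodes and the double-knockout table 848. All were used, with no further filter or normalization. The UMIs of H2B sum to 3455421 in wild type and 3803975 in the double knockout, those of H2Bub to 427779 and 2462422. At this depth, counting error of a summed ratio is well under the differences described, whereas the ratio of a single wild-type G1 cell carries a counting SD of 0.00748.

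The stage of a barcode was set from its H2B count, at 4000 UMIs in wild type and 4500 UMIs in the double knockout, positions read from the gray lines of Fig. 2d and Fig. 2g, since the text of the paper names no number. A high ratio was H2Bub/H2B above 0.14 or 0.74, as in the paper. For each class the H2B and H2Bub UMIs were summed, and the ratio of the sums was given with an exact conditional binomial interval. Folds carry the widest bounds that the intervals of both values allow. Sums carry exact Poisson intervals and shares exact Clopper-Pearson intervals at 95%. All of these cover counting error only. There are no replicate cultures, so that no test between cultures, p-value or standard error was computed. Within a culture, values were compared with random draws.

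The design, the classes, the thresholds and the alternatives were fixed before the data were examined, although Fig. 2 and the first lines of Supplementary Data 3 had been seen. The named items were H2B, H2Bub and the genes the paper names, the latter only as annotation from the R64 gene table, without coordinates. Alternatives changed the line between the stages, the count that sets the stage, the depth, the background, the barcodes left out, the wells, the threshold and the summary of the ratio. The split of H2B counts was averaged over 100 random splits. Draws used to judge counting error and H2B recovery numbered 1000. For recovery, a common ratio was kept, the level of each barcode was read from its H2Bub count, and H2B was varied by the spread of the ratio. Stage from H2Bub, the barcode without H2Bub and a correction for UMIs that meet by chance were added after the data were seen.

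The functions were tested on simulated barcodes with known ratios before use. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and Matplotlib 3.10.9.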

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

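The G1 ratio stayed above the G2/M ratio in both strains under every alternative run, as did the G1 share with a high ratio. For the wild-type ratio, that outcome depends on the background setting run, 25 UMIs off H2Bub. A background of 45.1 UMIs per barcode would level the wild-type stages. It lies under the limit of 50 UMIs set beforehand, which is the upper range of the background dots of Supplementary Fig. 5d. Of the values under alternatives, 94 stayed inside the counting interval of the main value and 57 left it. Some of the 94 could not move and are no sign of stability. No wild-type barcode lay under 1000 H2B UMIs, and the second n of the double-knockout legend gives the main split. Background taken off H2Bub also leaves the H2B fold as it is. Because sums of many UMIs have narrow intervals, most of the 57 moved little. The cause was not tested unless named. Stage from H2Bub, leaving out the barcode without H2Bub and the correction for chance UMI matches were chosen after seeing the data.

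With 25 UMIs taken off H2Bub and the threshold unchanged, the wild-type shares were 13.6% in G1 and 3.01% in G2/M. The G1 over G2/M ratio was then 1.03 in wild type and 1.21 in the double knockout, and the ratio of the strains 5.45. The threshold at 1.1 times the strain ratio gave shares of 35.1% and 9.04% in wild type and 58.5% and 9.42% in the double knockout. Thinning to 2000 UMIs gave 10.1% for wild-type G2/M, where the lower depth widens the ratios, and a double-knockout ratio fold of 1.24, and it gives no H2B fold, since it sets the total. With the first n of the legend as G1, the share was 33.2% in wild-type G1, 59.3% in double-knockout G1 and 10.1% in its G2/M, the H2B fold 2.08 and 2.35, and the ratio fold 1.09 and 1.26 (wild type, then double knockout).

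In wild type, the H2B fold was 2.09 with the line 500 UMIs higher, at the density valley and within first-round wells, 2.11 within second-round wells, 2.05 without barcodes over 9000 UMIs and 2.06 with stage from H2Bub. The wild-type ratio fold was 1.06 with the line 500 higher, 1.09 with it 500 lower and within wells of either round, and 1.04 with stage from H2Bub, which gave 9.32% for the G2/M share. Wild-type UMIs per cell were 4568 with H2Bub added, 3478 as median and 3990 without barcodes over 9000 UMIs.

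In the double knockout, the H2B fold was 2.31 with the line 500 higher and at the density valley, 2.35 with it 500 lower, 2.24 at the mixture line, 2.32 with stage from H2B plus H2Bub, 2.25 with stage from H2Bub and without barcodes over 9000 UMIs, 2.30 without those under 1000 UMIs, and 2.39 and 2.36 within first- and second-round wells. Its ratio fold was 1.21 with the line 500 higher and at the valley, 1.24 with it 500 lower, within first-round wells and as median of barcode ratios, 1.23 within second-round wells and as mean of barcode ratios, 1.17 at the mixture line, 1.20 with stage from H2B plus H2Bub and 1.16 with stage from H2Bub, which gave 9.42% for the G2/M share. The mixture line gave 43.2% for the G1 share. The ratio of the strains was 5.42 from means and 5.35 from medians of barcode ratios.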

Differences from the paper's values

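At the main setting, no value differed from the paper's by more than 1.5 times. The paper's 4568 ± 2004 (s.d.) UMIs per cell equals the sum of H2B and H2Bub here, an alternative set before the data were examined, while the H2B band alone gave 4065. The same holds for the paper's detection efficiency of 45%, against 40.1% from H2B alone, which leaves out H2Bub. The paper gives a high ratio for 26% of wild-type G1 cells and 5% of G2/M cells, against 28.9% and 6.03% here. With the line 500 UMIs higher the G1 share was 26.7%, at the density valley 26.9%, with thinning to 2000 UMIs 25.7%, and with stage from H2Bub, chosen after seeing the values, 26.4%, although this last setting gave G2/M shares of 9.32% in wild type and 9.42% in the double knockout, more than 1.5 times the paper's. Other alternatives set before the data were examined lay more than 1.5 times from the paper's shares. With 25 UMIs taken off H2Bub and the threshold unchanged the wild-type shares were 13.6% in G1 and 3.01% in G2/M. The wild-type G2/M share was 8.45% with the first n of the legend as G1, 10.1% with thinning and 9.04% with the threshold at 1.1 times the strain ratio. The first and last of these gave 10.1% and 9.42% for double-knockout G2/M. In the double knockout the paper's 49% and 5% stand against 49.9% and 5.54%. The paper finds 848 of 850 H2B barcodes in the H2Bub band, against 849 with a UMI here. The Reporting Summary gives 878 single cells, against 850 wild-type barcodes.

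The legends of Fig. 2e and Supplementary Fig. 7e name G1 before G2/M, with the paper's n of 365 and 484 for wild type and 361 and 487 for the double knockout. Here the first n is the number of barcodes above the line, 365 and 361, and the second that below it, 485 (484 with an H2Bub UMI) and 487. The paper's Welch's test on these numbers took cells as replicates. The paper's western blot ratios of 12% and 69% are from another assay, and the summed counts gave 12.4% and 64.7%.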

Other observations

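The test of counting noise between wells and the ratio by deciles, with and without background, were chosen only after the result was seen, as were the simulated draws of H2B recovery, and stage from H2Bub and the correction for chance UMI matches were added after the data were seen, before their own results. In both strains, the fold of G2/M over G1 was larger for H2B than for H2Bub. In the double knockout the gap was wider, with 2.34-fold for H2B alone and 2.16-fold for H2B and H2Bub together. In wild type the folds were 2.10 and 2.08. The G1 excess of the ratio was 7.10% in wild type and 22.2% in the double knockout. The paper compares the strains by shares above a threshold, and does not report this difference in size, which was not tested, since there is 1 culture per strain. Simulated H2B recovery that varied around a common ratio gave a mean fold of 1.05 in wild type and 1.11 in the double knockout. Part of the difference in size may therefore come without a stage difference. The total of H2B and H2Bub recovered per cell was 1.62-fold higher in the double knockout, and recovery from the gel was not measured in either strain.

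The ratio was not even over the range of total H2B. In wild type it lay between 0.127 and 0.133 in the lower 5 deciles of total H2B and between 0.119 and 0.122 in the upper 5. In the double knockout it lay between 0.593 and 0.612 in the upper 4 deciles after a graded fall from 0.770 in decile 3 through 0.760, 0.707 and 0.635 in deciles 4 to 6. In both strains the lowest decile stood below the next, at 0.130 against 0.133 in wild type, where the counting intervals overlap, and at 0.720 against 0.759 in the double knockout, where they do not.

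The wild-type G1 excess of the ratio was set against technical explanations. Against a fold of 1.07, counting error around a common ratio gave at most 1.01 in 1000 draws, stage and ratio from separate parts of the H2B UMIs left 1.07, wells of the first round left 1.09, and UMIs that meet by chance moved it by 9.06e-05, so that none of these accounts for the excess alone. H2B recovery that varies between cells gave, in 1000 simulated draws, up to 1.08 with stage from H2B. With stage from H2Bub it gave up to 1.02, where 1.040 was observed. Draws with a stage difference built in also fell short of this value, at up to 1.035, so the gap does not count against recovery. Varying recovery may therefore make part or all of the excess. A constant background in the H2Bub band stays open, since 45.1 UMIs per barcode would level the stages, under the limit of 50 UMIs set beforehand by eye. That limit is the upper range of the background dots of Supplementary Fig. 5d, whereas levelling would need 45.1 UMIs in the average barcode. The paper judges the gel background low and did not find the real-cell barcodes in the background sample. Within G1 alone, a similar 43.4 UMIs would level the lower and upper cells. With 45.1 UMIs taken off, however, the deciles were not level. The lowest stood at 0.105, deciles 2 to 5 at 0.113 to 0.116 and deciles 6 to 8 at 0.109 to 0.111. Deciles 9 and 10 stood at 0.113 and 0.116. A biological difference between the stages was not separated from background and recovery.

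For the double knockout, the same tests argue against counting error, barcoding wells, chance UMI matches and a constant background as the whole cause. The fold of 1.22 compares with at most 1.01 in 1000 draws of counting error, and it was 1.22 with split H2B counts and 1.24 within first-round wells, while chance UMI matches moved it by 6.99e-05. Varying H2B recovery gave, in simulated draws with stage from H2B, up to 1.15, under the observed 1.22, and it may still make part of the excess. These draws varied H2B at random, so that recovery which depends on the stage or on the amount of H2B was not covered. With stage from H2Bub it gave up to 1.04, where 1.16 was observed. Draws with a stage difference built in also fell short there, at up to 1.12, so that gap does not count against recovery. Levelling the stages would take 664 background UMIs per barcode. A hypothesis in line with these values is that G1 cells carry more H2Bub per H2B when Ubp8 and Ubp10 are absent, and differences between cultures remain untested.

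The wild-type ratio also differed between first-round barcoding wells, which the paper does not report. Between first-round wells lay 27.6% of the variance of the wild-type ratio, against at most 16.3% in 1000 draws of counting noise and at most 17.1% when barcodes were dealt to wells at random. After centring each stage it was 31.5%, so the mix of stages in the wells does not account for it, and edge wells differed from inner wells by only 0.106 SD of the well means. The well means of wild type and double knockout, which used the same oligos, correlated with Pearson's r = 0.595 over 95 wells that are not independent replicates (Spearman's rho = 0.571), and 0.597 without the 2 most extreme wild-type wells. A candidate explanation is therefore the oligo of the well, by its sequence or its stock, and no biological explanation was tested, since cells were split among wells at random.

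Other wells stood out less. In the double knockout the first-round wells held 17.0% of the variance of the ratio, barely above the 16.5% reached at random, and the second-round wells held 14.0% in wild type and 15.8% in the double knockout, within the 16.4% and 16.2% reached at random. With each stage centred, the double-knockout wells held 20.6% in the first round and 19.3% in the second, above the 16.4% and 17.0% reached at random, and the wild-type second-round wells 14.8%, within 15.5%. The second-round wells correlated less between the strains, with r = 0.285 over 94 wells. Of the barcodes, 72 occurred in both strains, where 78.2 are expected by chance, and their H2B counts were not related (r = 0.0467 across barcodes). This gives no sign of large carry-over between the H2B libraries. It cannot exclude a small one, since barcodes with few reads were removed by the cutoff for real cells. The H2Bub counts of these barcodes were not compared. The 10 double-knockout barcodes under 1000 H2B UMIs had ratios from 0.463 to 0.816.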
